A study of Sus scrofa domesticus with 45 samples. Its data were reported in "Endothelial cell heterogeneity and microglia regulons revealed by a pig cell landscape at single-cell level" (2022).

How the data were processed

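The series held 45 libraries of pig tissue, each deposited by the authors as UMI counts per gene and barcode. The 9 cell libraries were 10x matrices that the authors made with Cell Ranger. Another 34 libraries were deposited as tables of counts from nuclei, made by the authors on the DNBelab C4 device. A pair of further retina tables, numbered 1 and 2 in the labels, had the format of the nuclear tables but were labelled with the same molecule as the cell libraries. These are called the numbered retina tables, and they were kept apart from both kinds of library. The authors named the pig genome assembly Sscrofa11.1 of Ensembl as the reference for both platforms. The labels gave the tissue, the molecule and a library number, and no animal.

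The values of all deposited files were whole numbers of at least 0, with no normalisation. The tables listed 14905 genes by symbol, and none by an identifier alone. The matrices listed 22804 genes, of which 7784 had an identifier and no symbol. The kinds of file shared 13816 symbols, and genes and types were compared between cells and nuclei on shared symbols alone. The quality measures counted all genes of each file. Whether intronic reads were counted was not stated for the tables. The reference annotation at hand was of another provider, and no coordinate from it was used.

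Barcodes were kept by the filter of the study, with over 200 and under 5000 genes and under 30% of UMIs on 12 mitochondrial genes. This kept 176731 of 209864 deposited barcodes. Of these, 133495 were cells, 42620 came from the nuclear tables and 616 from the numbered retina tables. Barcodes were compared between all pairs of files of a kind. The liver tables numbered 1 and 4 shared 1815 barcodes and were treated as 1 library deposited as a pair of tables. They were counted once, so that 44 libraries and 33 nuclear libraries were counted, 3 of them of liver. In sums over whole libraries and in the quality measures, the values of both tables were averaged. Clusters, classes, the endothelial gate and sums over classes used the liver table numbered 1 alone. This choice and its alternatives were made after the data were examined.

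Counts per barcode were scaled to 10000, log-transformed and reduced to 30 principal components of 2000 variable genes, for each tissue and method alone. Barcodes were clustered on 20 neighbours with leidenalg 0.10.2 at resolution 1, with 0.5 and 1.5 as alternatives. Genes of the lists tested below were kept out of the features. Clusters were named from marker lists by rule, and the suffix "-like" marks such names. A name needed at least 3 markers detected in 5% of the barcodes and a score of at least 0.4. The clustering gave 371 clusters, of which 40 with 9436 of 174894 barcodes stayed unnamed. Doublets were called by simulation in the manner of Scrublet, at 0.8% per 1000 barcodes for cells and 5% for nuclei. An alternative left them out.

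Tests between groups used counts summed over the barcodes of each library, since cells of 1 library are not replicates. The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM factors, in R 4.3.3. DESeq2 1.42.0 with its own size factors was an alternative, as were RLE factors in edgeR, no filter on low counts and all deposited barcodes. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, within each contrast. The tissue contrasts and the comparison of cells with nuclei also needed a log2 fold change beyond 1. The interaction of tissue and method needed no fold. In classes of nuclei, the library was a block, and libraries with at least 20 nuclei on both sides entered. Listed genes were adjusted over all genes tested and also over the list alone. Every replicate of groups with 3 to 5 libraries was left out in turn.

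Quality measures were compared by an exact permutation of the method within tissue. Single-library shares carried exact Clopper-Pearson intervals at the level 0.95, and these covered counting error only. Where a count was 0, the limit was taken from 3 counts pooled over the group. For the endothelial gate of the study, a barcode needed a PECAM1 count and no count of EPCAM, PTPRC, COL1A1 or PDGFRB. Thinning drew 500 UMIs per barcode without replacement, left out shallower barcodes and applied the gate again. Correlations of types were Pearson's r across genes of log2 CPM + 1.

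The named genes were set by a rule before the data were examined. They were genes assigned to tissues, most of them cell type markers of the study text, microglia genes taken from that text, genes picked as members of the pathways that it named for endothelial cells, the 3 largest changes of each tissue contrast, and the 5 largest changes each way between cells and nuclei. For both of the latter kinds, the libraries of the groups were not to overlap. Some genes that met the rule are not reported here. The comparisons, tests and most alternatives were fixed at the same point. Alternatives added later left PSMB1 out, handled the liver copies in 3 other ways, and summed sets of alike libraries.

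Each test was tested on simulated data with 200 genes changed 4-fold. The shares recovered are of the changed genes that were tested. These numbered 200 in both comparisons of tissues, 178 for cells against nuclei and 174 for the interaction. They numbered 174 for the microglia-like class, and 163, 183 and 195 for the endothelial-like class of heart, kidney and liver. Of the tissue contrasts, kidney alone was simulated, and the simulation recovered 100% of the changed genes over 12005 genes tested. For cerebellum against the circumventricular organs it recovered 100% over 11953 genes. For cells against nuclei it recovered 99.4% over 10007 genes, and for the interaction 37.9% over 9975 genes. For the microglia-like class it recovered 100% over 9565 genes. For the endothelial-like class it recovered 96.9% in heart, 82.5% in kidney and 83.6% in liver, over 4695, 7647 and 7782 genes. Between 0% and 4.12% of the calls were false. All simulated libraries of a test had a common profile apart from the changed genes, and a dispersion of 0.05. The shares hold for that setting alone, and some pairs of heart and OVoLT libraries differed by more.

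The depth of a library set its precision. Cell libraries held between 29175589 and 103632488 UMIs in passing barcodes, and nuclear libraries between 512874 and 7867954. Groups with 1 cell library had no replicate, so no spread was known there. In the fit of cells against nuclei, the lone cell libraries were assumed to vary like the nuclear ones. Animals, age, laboratory and platform went with the method and could not be separated from it. The study's cultured cells, lung nuclei and other brain regions were not analysed here, and the sex marker XIST was not among the table symbols and was not used here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 served for the rest.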

Results

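The libraries analysed here held RNA of single cells from 9 pig samples and of single nuclei from 8 pig tissues, as UMI counts per gene and barcode. Cells came from 2 adipose depots, labelled Adipose-S and Adipose-V, and from brain, intestine, liver, lung, blood mononuclear cells, retina and spleen, with 1 library each. Nuclei came from the area postrema (n = 3), cerebellum (n = 8), heart (n = 5), kidney (n = 4), liver (n = 3 after a repeated table was counted once), the vascular organ of the lamina terminalis (OVoLT, n = 4), spleen (n = 3) and subfornical organ (n = 3). The area postrema, OVoLT and subfornical organ are circumventricular organs of the brain. Median UMIs per passing barcode ran from 1299 to 4367 across the cell libraries and from 642 to 8225 across the nuclear libraries. Total UMIs of a cell library ran from 29175589 to 103632488, and those of a nuclear library from 512874 to 7867954. In the nuclear libraries, 17.0% to 35.5% of UMIs were assigned to PSMB1, a proteasome gene that took at most 0.0323% in the cell libraries.

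The makeup of each sample was described from 371 clusters, without a test. In the nuclear libraries, granule-like nuclei made up 83.5% ± 4.83 of the cerebellum (SD, n = 8), and hepatocyte-like nuclei 78.6% ± 5.36 of the liver (SD, n = 3). Proximal tubule-like nuclei made up 58.3% ± 7.51 of the kidney (SD, n = 4), and cardiomyocyte-like nuclei 57.6% ± 24.6 of the heart (SD, n = 5). Oligodendrocyte-like nuclei made up 57.4% ± 5.42 of the area postrema (SD, n = 3). Inhibitory neuron-like nuclei made up 48.4% ± 15.5 of the OVoLT (SD, n = 4) and 42.0% ± 28.7 of the subfornical organ (SD, n = 3), and the latter share was 18.5% without doublets and 31.8% at resolution 1.5. Macrophage/monocyte-like nuclei made up 35.0% ± 6.03 of the spleen (SD, n = 3). The granule-like share was 58.5% at resolution 0.5.

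Among the cell libraries, which had no replicates, the most frequent class held between 34.5% and 71.4% of the cells. T/NK-like cells made up 71.4% of the blood mononuclear cells (exact 95% interval 70.5% to 72.3%) and 38.5% of the spleen cells (37.8% to 39.2%). Rod-like cells made up 66.0% of the retina (65.2% to 66.9%), and microglia-like cells 48.7% of the brain (47.9% to 49.5%). Endothelial-like cells made up 42.8% of Adipose-V (42.1% to 43.6%), whereas mesenchymal-like cells made up 38.8% of Adipose-S (37.9% to 39.6%). B-like cells made up 48.3% of the intestine (47.4% to 49.3%). Macrophage/monocyte-like cells were the most frequent class of lung, at 36.0% (35.1% to 36.8%), and of liver, at 34.5% (34.0% to 35.1%).

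To ask which genes marked each tissue, the 33 nuclear libraries were compared with edgeR, each tissue against the mean of the 7 others, over 12582 genes. The number of genes higher was 2842 in OVoLT, 2839 in area postrema, 2774 in liver, 2505 in subfornical organ, 2491 in cerebellum, 2438 in heart, 2426 in spleen and 2293 in kidney. Summing alike libraries of a tissue into 12 sets, a choice made after the data were examined, moved these counts most, to 1868 in area postrema. Genes called higher with every library of the tissue above every other library numbered 1236 in liver, 876 in spleen, 755 in kidney, 498 in heart, 483 in cerebellum, 389 in area postrema, 290 in subfornical organ and 194 in OVoLT. Chance gives at most 0.0183% of genes such an order in any of these tissues.

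Of 25 genes assigned to a tissue in advance, 23 were tested, and all 23 were higher in their tissue, by log2 fold changes of 2.56 to 14.41. The highest of their edgeR adjusted p-values was 2.06e-08. In 20 of the 23, every library of the tissue exceeded every library of the others. The exceptions were CD68 in spleen and SLC1A6 and CALB2 in cerebellum. CALB2 had a mean of 26.7 CPM in the cerebellum and 43.9 CPM over the means of the 7 other tissues, although its log2 fold change was 3.59. The fold change averages log values over the tissues, and CALB2 reached 181 CPM in a library of another tissue. Most of the genes are named in the study as markers of a cell type. CALB2 is named there for inhibitory interneurons, and the genes of spleen were taken as immune genes and are not named there for that tissue. AQP2 of kidney had too few counts, and MS4A1 of spleen was not among the table symbols. TNNT2 of heart reached 3729 CPM ± 1591 (SD, n = 5) against 0.246 CPM over the means of the other tissues. SLC34A1 of kidney reached 2868 CPM ± 163 (SD, n = 4) against 0.234 CPM, and HAMP of liver 111 CPM ± 4.42 (SD, n = 3) against 0.724 CPM. CD3E of spleen reached 194 CPM ± 2.83 (SD, n = 3) against 5.16 CPM, and PAX6 of cerebellum 172 CPM ± 36.6 (SD, n = 8) against 7.15 CPM.

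**Figure D1:**
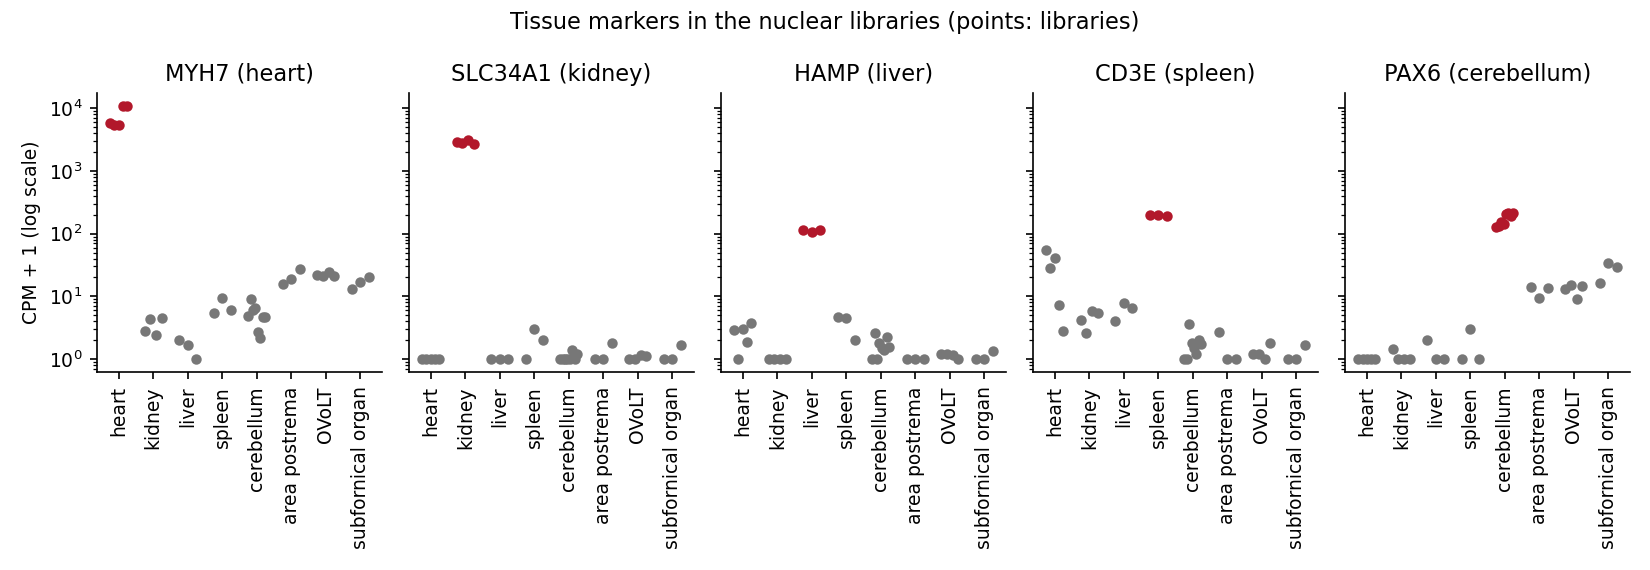
CPM plus 1 on a log axis for markers of the nuclear tissues, with 1 point per library. MYH7 of heart had a mean of 7651 CPM in its tissue and SLC34A1 of kidney 2868 CPM, against 9.93 and 0.234 CPM over the means of the other tissues.

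The 3 largest changes per tissue among genes without overlap were taken by rule. In liver these were FGA (log2 fold change 15.45), AFM (14.51) and TDO2 (14.50), and in kidney UMOD (14.05), SLC34A1 (13.98) and SLC22A12 (13.91). In heart these were TNNT2 (14.41), MYL2 (13.77) and TNNC1 (12.88), and in cerebellum NEUROD1 (10.74), GABRA6 (9.35) and GNG13 (8.96). In OVoLT these were AGRP (10.95), PMCH (9.33) and NPY (8.76), and those of area postrema included OLIG1 (8.58) and ERMN (8.57). In spleen these were PAEP (9.07), FCRL6 (8.14) and SLC11A1 (7.78). In subfornical organ these were ATP8 (11.27), ICAM5 (8.98) and PIANP (7.72). The highest edgeR adjusted p-value among them was 1.73e-11, of FCRL6. Standard errors ran from 0.19 for TDO2 to 0.51 for OLIG1. A fitted fold change of a gene near 0 in the other libraries depends on the prior count. The fitted fold change also averages log values over the other tissues, so it is not the ratio to the nearest one. OLIG1 and ERMN had means of 550 and 891 CPM in area postrema, but reached 348 and 432 CPM in OVoLT. PIANP had a mean of 270 CPM in subfornical organ and reached 195 CPM in OVoLT. The other genes listed reached at most 54.6 CPM in a library outside their tissue, the value of NPY.

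The study reported that brain cell types mostly clustered by region, and nuclei of brain regions were compared here. Between the cerebellum (n = 8) and the 3 circumventricular organs (n = 10), 3611 genes differed, 1256 higher and 2355 lower in the cerebellum. The count moved most to 2275, again with alike libraries summed.

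Liver and spleen alone were labelled for both cells and nuclei, so that the methods could be set side by side there. The cell library of liver had a mitochondrial share of 7.19%, and its nuclear libraries 0.752% ± 0.0745 (SD, n = 3). In spleen the shares were 5.58% and 2.90% ± 0.213 (SD, n = 3). The ribosomal protein gene share was 10.97% in liver cells against 0.438% ± 0.0314 in liver nuclei, and 13.9% in spleen cells against 0.899% ± 0.0923 in spleen nuclei (SD, n = 3 each). Median UMIs were 2218 in liver cells and 995 ± 285 in nuclei, and 3203 in spleen cells and 859 ± 188 in nuclei (SD, n = 3 each). Median genes were 905 against 542 ± 126 in liver and 1158 against 477 ± 86.8 in spleen (SD, n = 3 each). Averaged over both tissues, cells minus nuclei was 4.56 points for the mitochondrial share, 11.8 points for the ribosomal share, 1784 median UMIs and 522 median genes. Each of the 4 differences had an exact two-sided permutation p of 0.0625, the smallest that the 16 arrangements allow, so that the design could not reach 0.05. The mitochondrial difference moved most to 4.71 points, with all deposited barcodes. All genes of each file were counted for the 4 measures, and the files of cells and nuclei listed different genes. Part of the differences may come from that.

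**Figure D2:**
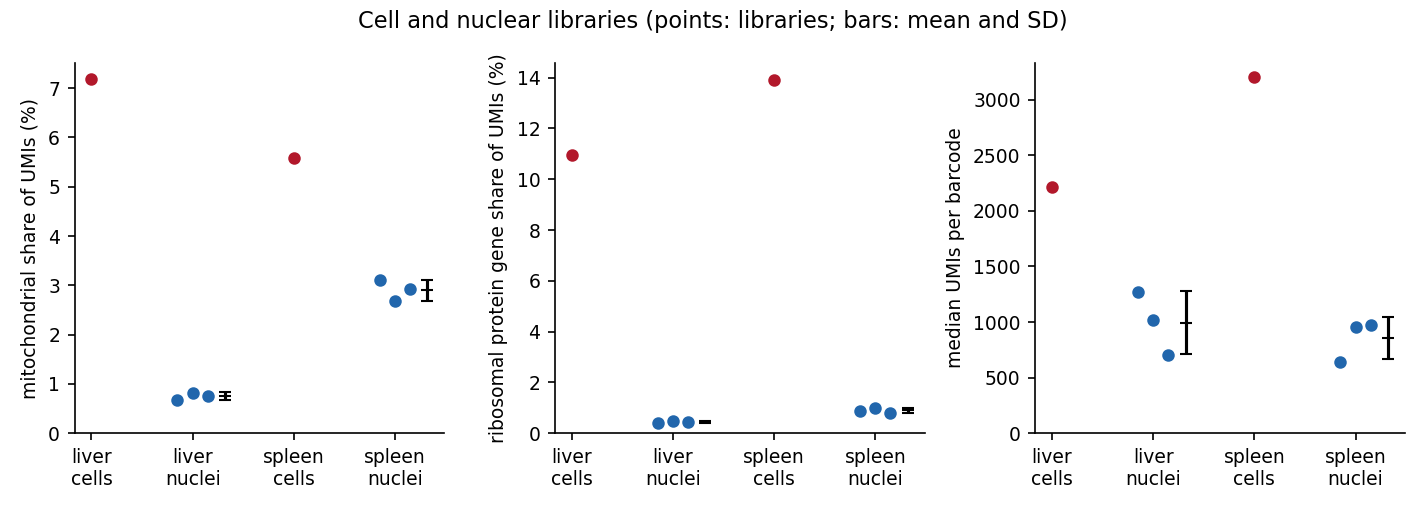
Mitochondrial share, ribosomal protein gene share and median UMIs per library in liver and spleen, with points for libraries and bars for the mean and SD of 3 nuclear libraries. In both tissues the cell library lay above its nuclear libraries in every panel.

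Over 10491 genes shared by the platforms, edgeR called 6450 genes between cells and nuclei, 3568 higher and 2882 lower in cells. In both tissues, the libraries of the methods did not overlap for 3411 of the higher and 2504 of the lower genes. Chance gives such an order in 1 of the 16 arrangements for either direction. The number moved most to 7716, with no filter on low counts. The scaling shifted the median gene, with a median log2 change of 0.19 under TMM, -0.08 under RLE factors and -0.05 in DESeq2. The share of calls that were higher in cells was 55.3% under TMM, 49.0% under RLE and 48.7% in DESeq2.

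For genes among the 5 largest changes each way, pooled counts gave the folds. IFNG was at least 633-fold higher in liver cells and at least 164-fold higher in spleen cells, with 0 counts in the nuclei of either tissue and a limit of 3 counts pooled over the nuclear libraries. On the same limit FCMR was at least 124-fold and 205-fold higher in liver and spleen, CDA at least 80.5-fold and 66.0-fold, and LPAR5 at least 29.1-fold and 31.2-fold. LPAR5 lost its call in DESeq2, at an adjusted p of 0.0842 in a range of 0.000937 to 0.0842 over its 15 alternatives. LDHB was 4358-fold higher in liver cells (counting interval 1206 to 35985, 2 counts in nuclei) and 1437-fold higher in spleen cells (616 to 4425, 5 counts). C3orf62 was at least 339-fold and 606-fold lower in cells of liver and spleen, PTGDS at least 353-fold and 560-fold, and AMH at least 347-fold and 405-fold, each with 0 counts in cells. TNS2 was lower by 1113-fold in liver cells (435 to 4086, 4 counts) and by at least 1813-fold in spleen cells. Of the 10 genes that the rule took, 7 stayed under 5 CPM in every library of the low side over all tissues.

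Of the mitochondrial genes of the filter, 11 were tested and 10 were called higher in cells, with a median log2 change of 3.51 over the 11. ND4L had a log2 change of 0.44 and an edgeR adjusted p of 0.178. ND1, which the filter does not use, had a log2 change of 4.38 and an adjusted p of 0.000261. Of 43 ribosomal protein genes, 42 were called higher and 1 lower in cells, with a median of 5.97. The 42 higher calls had the same number under each of 14 alternatives that kept these genes, whereas the 1 lower call was lost under 7 of them.

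To ask whether the difference between cells and nuclei depended on tissue, the interaction of tissue and method was tested. It was called for 5357 of 10491 genes, of which 2612 had a greater ratio of cells to nuclei in spleen and 2745 in liver. The median size of the called interactions was 1.81 on the log2 scale, and 1656 of the genes had opposite signs in liver and spleen. Across genes, which are not independent replicates, the log2 changes of liver and spleen correlated at r = 0.766. DESeq2 moved the number of interactions most, to 4141.

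Cell types named in both methods were compared by the correlation of their profiles across genes. In liver, like types of cells and nuclei had a median r of 0.647 (3 types) and unlike types 0.585. In spleen the medians were 0.733 for like types (5 types) and 0.640 for unlike types. Between retina cells and the numbered retina tables the medians were 0.730 for like types (4 types) and 0.703 for unlike types. The highest unlike r was 0.640 in liver, 0.760 in spleen and 0.806 in retina. In liver 2 of 3 types of cells and 3 of 3 of nuclei were closest to their own type, in spleen 2 of 5 and 3 of 5, and in retina 2 of 4 each. With profiles made per nuclear library, the mean like correlation was 0.605 ± 0.00854 in liver (SD, n = 3) and 0.671 ± 0.00762 in spleen (SD, n = 3), and the unlike one 0.515 ± 0.00688 and 0.572 ± 0.0131. In retina the like and unlike values were 0.701 ± 0.0116 and 0.690 ± 0.0196 (SD, n = 2), a difference within the spread. The 3000 most variable genes lowered the values most, for liver to 0.2199 and 0.0256.

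The study asked which transcription factors characterise microglia. The 16 genes tested were taken from its text, as factors named for pig or another species and as genes named as their targets. Part of them was chosen by the study on these samples, so tests on the list are not independent evidence. Microglia-like nuclei were compared with all other nuclei in 10 libraries with at least 20 on both sides, 3 of area postrema, 3 of OVoLT and 4 of cerebellum, with 853 microglia-like nuclei in all. Of the 14 list genes tested, 12 were called over 8998 genes, 11 higher and 1 lower, and 13 were called when adjusted over the list alone. IKZF1 was higher by a log2 fold change of 5.66 (SE 0.39, edgeR adjusted p 8.36e-18) and RGS10 by 5.63 (SE 0.24, adjusted p 1.11e-25), in 10 of 10 libraries each. The others higher were ELF1 (4.02), MEF2C (3.82), ZFP36L1 (3.67), SPI1 (2.81), MEF2A (2.29), APOE (1.69), IRF8 (0.94), SON (0.65) and ZEB2 (0.62). SPI1 was higher in 8, MEF2A in 9 and ZEB2 in 6 of the 10 libraries. FOS, with 28 counts in the class, was lower in 10 of 10 libraries, with a log2 fold change of -1.31 (SE 0.35, adjusted p 0.00143). ATF4 (0.41, adjusted p 0.0521) was called over the list alone, and SERBP1 (-0.16, adjusted p 0.494) was not called. FLI1 had too few counts, and HMGB1 was not among the table symbols. Without the library as a block, 9 genes were called, 0 of them lower, and FOS, APOE and ZEB2 lost their calls. ZEB2 lost its call under 5 alternatives in all.

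For signalling between endothelial and other cells, 27 genes of the VEGF, PDGF, TGF-beta and BMP families and related ones were compared between endothelial-like and other nuclei. The study named these pathways on the same samples, and the genes were picked as members of them in advance, so tests on this list are not independent evidence either. In heart (4 libraries, 190 endothelial-like nuclei), 11 of 16 tested genes were called, 9 higher and 2 lower, and 12 when adjusted over the list alone. In kidney (3 libraries, 199 nuclei), 16 of 20 were called, 14 higher and 2 lower, and 20 when adjusted over the list alone. Without kidney replicate 1, the kidney count was 10, all of them higher. In liver (3 libraries, 403 nuclei), 9 of 14 were called, 7 higher and 2 lower, and 9 when adjusted over the list alone.

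The receptors FLT1, KDR, FLT4, ENG, TGFBR2 and NRP1 were higher in endothelial-like nuclei of all 3 tissues. KDR had log2 fold changes of 5.30 in heart (SE 0.42, edgeR adjusted p 5.18e-10), 5.54 in kidney (SE 0.25, adjusted p 8.84e-104) and 6.06 in liver (SE 0.27, adjusted p 1.31e-96), in every library of each. FLT1 had 5.39, 5.04 and 6.99 in the same order. VEGFA was lower in all 3, with log2 fold changes of -3.02 in heart, -2.17 in kidney and -2.44 in liver, but lost its call in kidney without replicate 1. In kidney, VEGFC, PDGFD and BMPR2 also lost their calls without replicate 1, and VEGFC and BMPR2 without replicate 3. TGFBR2 in heart (1.25) lost its call without replicate 4 or 5 and without the library as a block. BMPR1A was lower in heart (-1.70, adjusted p 0.0454) and lost its call under 5 alternatives. FABP4 was higher in heart (4.74), with 164 counts in the class, and had too few counts in kidney and liver. PDGFRB, whose counts exclude a barcode from the gate of the study, was higher in heart by a log2 fold change of 2.81 (SE 0.46, adjusted p 2.82e-05, 52 counts in the class), in 4 of 4 libraries, and was not called in kidney or liver. PDGFA was lower in kidney, at a ratio of 0.0931 (counting interval 0.00236 to 0.519) from 1 count, and PDGFC in liver, at a ratio of 0.123 (0.00312 to 0.688) from 1 count. PDGFA lost its call in DESeq2, with at least 10 or at least 50 nuclei and without each replicate in turn, and PDGFC in DESeq2, without doublets and without replicate 2 or 3. TGFB1 in liver (1.33, adjusted p 0.0410) lost its call in DESeq2 and without each replicate in turn. Whether these differences varied between tissues was not tested. VEGFB and PGF were not among the table symbols.

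**Figure D3:**
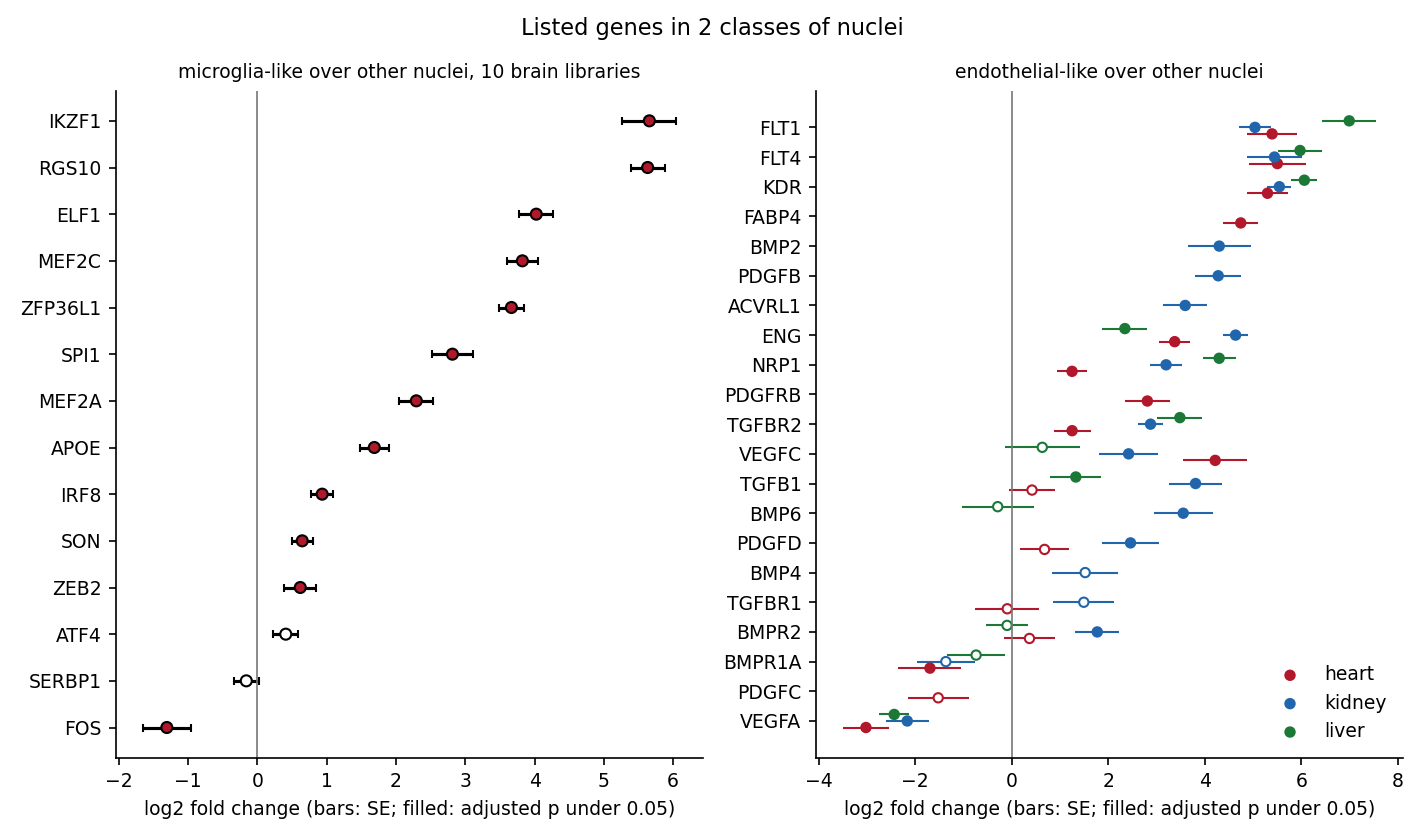
Log2 fold changes of listed genes in microglia-like nuclei of 10 brain libraries and in endothelial-like nuclei of heart, kidney and liver, with bars for the SE and filled points for an adjusted p under 0.05. KDR lay at 5.30, 5.54 and 6.06 in the 3 tissues, and VEGFA lay below 0 in each.

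The endothelial share was measured with the gate of the study in all 18 groups. Among cells, the share was 28.1% in Adipose-V (exact 95% interval 27.4% to 28.8%) and 7.63% in Adipose-S (7.17% to 8.10%). The other cell libraries lay between 0.149% in blood mononuclear cells (0.0832% to 0.245%) and 1.87% in brain (1.66% to 2.09%). PECAM1 had a count in 18.997% of the T/NK-like cells of Adipose-V (median 2228 UMIs) and in 18.7% of those of Adipose-S (median 2354 UMIs), against 87.3% and 94.8% of endothelial-like cells (medians 3788 and 5246 UMIs). Of the endothelial-like cells, 61.0% and 23.9% passed the gate. Of the T/NK-like cells, 53 of 2053 and 4 of 363 passed it, which is no measure of its background, since the gate excludes cells with a count of PTPRC, a gene of immune cells. Of the erythroid-like cells of Adipose-V, 55 of 176 passed it as well (31.2%, 24.5% to 38.7%, median 3691 UMIs). For its trajectories of adipose endothelial cells, the study also required low HBB, which was not required here. Both adipose libraries held 5585 of the 6530 gated cells, or 85.5%, and 71.8% of the 7775 gated barcodes of all libraries. The sum over libraries depended on how many cells each contributed. The study states that its adipose protocol was made to enrich endothelial cells. The adipose shares therefore cannot be set against the others as content of the tissue.

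Among nuclei, the share was 6.68% ± 1.41 in kidney (SD, n = 4), 6.16% ± 1.64 in heart (SD, n = 5) and 6.11% ± 1.47 in liver (SD, n = 3). It was 3.15% ± 0.701 in spleen (SD, n = 3), 1.76% ± 0.566 in subfornical organ (SD, n = 3), 1.72% ± 0.752 in OVoLT (SD, n = 4), 1.41% ± 0.861 in cerebellum (SD, n = 8) and 1.16% ± 0.350 in area postrema (SD, n = 3). In liver nuclei, 5.10% of hepatocyte-like nuclei (median 1034 UMIs) passed the gate, a type that should lack PECAM1, and 224 of the 333 gated liver nuclei were of this class. The liver share was therefore close to its background. In heart, 2.89% of cardiomyocyte-like nuclei passed (median 1468 UMIs), against 47.3% of endothelial-like nuclei (median 1517 UMIs). The gate depended on depth and on the definition of the class. At 500 UMIs per cell the share was 13.7% in Adipose-S and 19.2% in Adipose-V, and by endothelial-like clusters it was 28.8% and 42.8%.

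**Figure D4:**
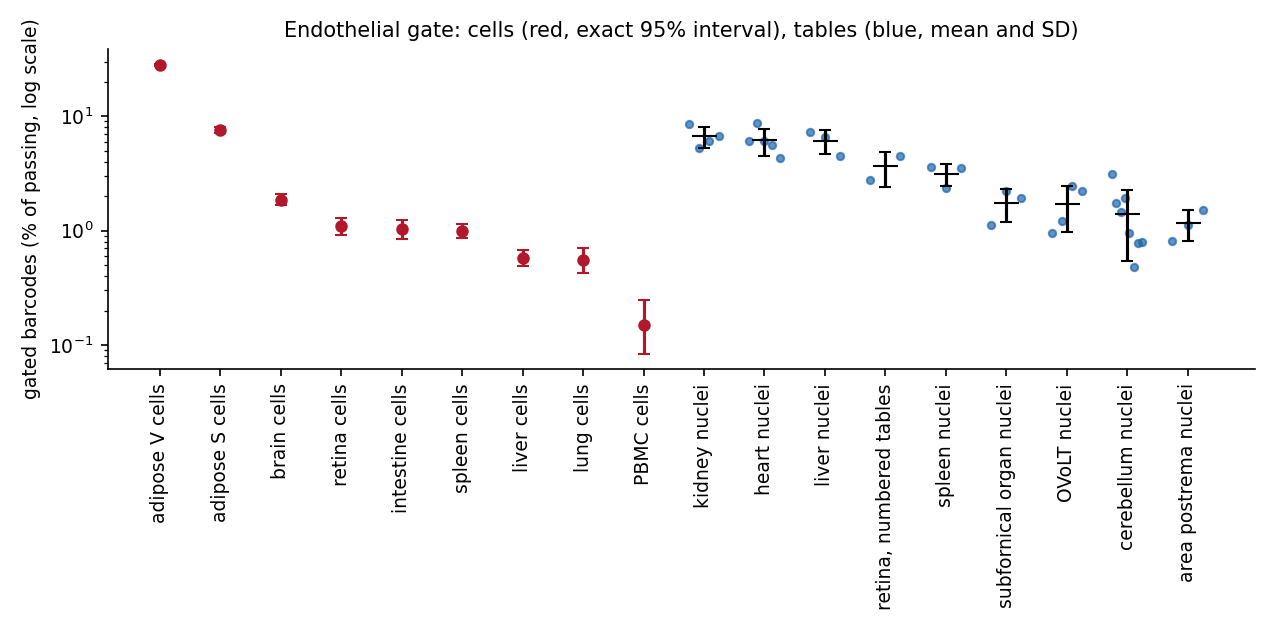
Percent of passing barcodes through the endothelial gate per group on a log axis, with exact 95% intervals for single cell libraries and the mean and SD for groups of tables. Adipose-V lay at 28.1% and Adipose-S at 7.63%, and the other cell libraries between 0.149% and 1.87%.

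The study described endothelial cells in transition to a mesenchymal state in adipose tissue, by ACTA2 and TAGLN among other genes. It also reported co-staining of endothelial and mesenchymal proteins in that tissue, trajectories, cultured cells and induction by TGF-beta 2. It argued against doublets from like numbers of genes per cell, and called the subtype a very small fraction. The shares here count every gated cell with both genes, and so do not measure that subtype. The gate used here lacked the condition of low HBB that the study set for adipose trajectories. Both genes had a count in 26.8% of the gated cells of Adipose-S (262 of 977, exact 95% interval 24.1% to 29.7%, median 3055 UMIs). In T/NK-like cells of the same library the share was 22.0% (80 of 363, 17.9% to 26.7%, median 2354 UMIs). In Adipose-V the share was 20.9% of gated cells (962 of 4608, 19.7% to 22.1%, median 3718 UMIs) and 11.7% of T/NK-like cells (241 of 2053, 10.4% to 13.2%, median 2228 UMIs). At 500 UMIs per cell, the shares in Adipose-S were 5.30% of gated and 4.41% of T/NK-like cells, with intervals of 4.30% to 6.45% (93 of 1756) and 2.54% to 7.06% (16 of 363), so that no difference could be detected at this depth. Without doublets and at full depth, the shares there were 26.1% (23.3% to 29.0%) and 17.0% (12.8% to 21.8%). In Adipose-V the shares at 500 UMIs were 3.74% of gated cells (3.10% to 4.46%) and 1.22% of T/NK-like cells (0.790% to 1.79%), and without doublets at full depth they were 19.2% (18.0% to 20.4%) and 9.36% (8.05% to 10.8%). In the other libraries with gated cells compared, 1 gated retina cell of 126 had both genes, and 0 cells of brain, intestine, liver, lung or spleen did.

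**Figure D5:**
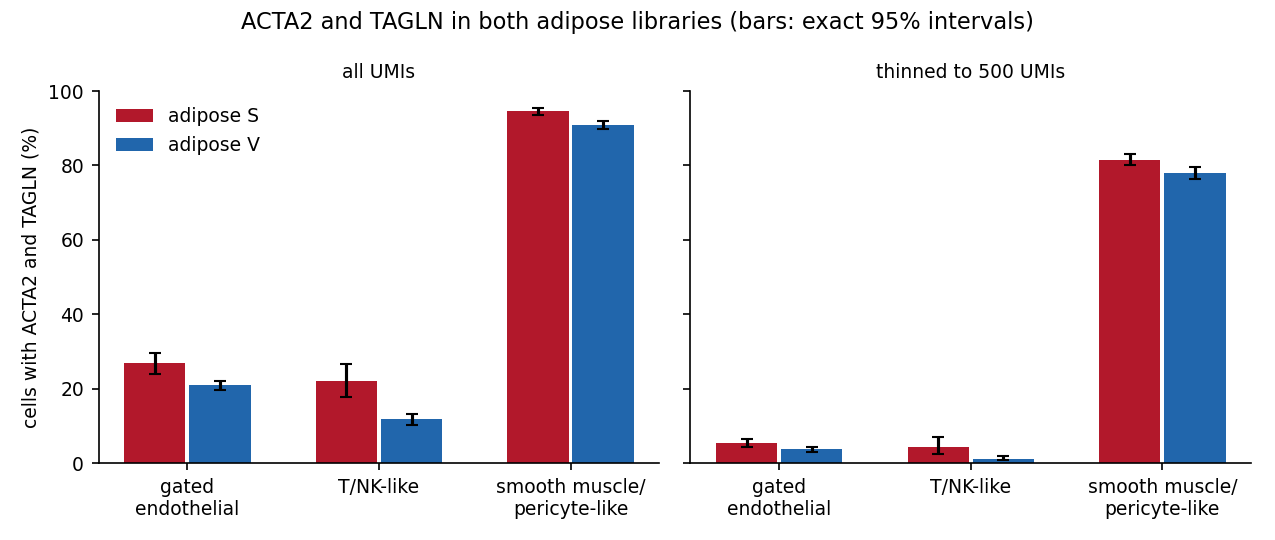
Percent of cells with both ACTA2 and TAGLN in gated endothelial, T/NK-like and smooth muscle/pericyte-like cells of both adipose libraries, at full depth and at 500 UMIs, with exact 95% intervals. The gated cells lay at 26.8% and 20.9% at full depth and at 5.30% and 3.74% at 500 UMIs.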

Values the study reported

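The study reported 222,526 cells and nuclei, 133,492 of them from single-cell and 89,034 from single-nucleus libraries, and between 1527 in the subfornical organ and 32,888 in liver per tissue. It named 58 cell types from 234 clusters. For the endothelium it reported 9520 cells of 19 tissues, 56% of them from adipose tissue, in 21 subtypes.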

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

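In this part, the test on the mitochondrial share of the numbered retina tables was chosen after the result was seen, and the other tests were planned earlier. Among groups of 4 to 10 libraries, 24 tests for a library far from the others found 0 past the limit, over 6 measures.

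The difference between cells and nuclei depended on tissue for 5357 of 10491 genes by the interaction test, which marked it for a closer look as a difference between groups. Cells and nuclei of a tissue held other mixes of types. Macrophage/monocyte-like cells were 34.5% of liver cells but between 4.17% and 4.72% of liver nuclei. In sums over macrophage/monocyte-like barcodes alone, the genes called in all barcodes had a median interaction of 0.724 against 1.55 on the log2 scale, with the sign of all barcodes. The ratio of 0.468 is in line with another mix of cell types as a candidate explanation for part of the pattern. Of these genes, 76.0% kept their sign, and 692 genes were called in the sums of the class, 600 of them also called in all barcodes. The genes were selected on the same values, and depth was lower in the class, and the former lowers the ratio as the latter lowers the number of calls. RNA from other cells stays open, as does a change within a type. Tissue is the biological difference that the design names, and it stays open as untested, since animals, age, laboratory and platform went with the method in both tissues.

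The numbered retina tables belong to no comparison of libraries, and 425 of their 616 passing barcodes were rod-like, 131 of 216 in the one (60.6%, exact 95% interval 53.8% to 67.2%) and 294 of 400 in the other (73.5%, 68.9% to 77.8%). This signal in data outside the main measurement was looked at for sources in other libraries. RNA or barcodes from the retina cell library would bring its mitochondrial RNA. The highest mitochondrial share of the tables was 0.0381 times that of the retina cells (0.520% against 13.6%), whereas the 8 rod genes reached at least 0.719 times their level in the cells, which argues against that source. The ribosomal protein gene share was looked at before it and did not decide, at 0.174 times that of the cells. RNA of retina spread over the nuclear tables is argued against by the rod genes of other tissues, whose highest level of 103 CPM was 0.00910 times the lowest in the numbered tables, 11369 CPM. PSMB1 took 19.6% to 20.05% of their UMIs, within the range of the nuclear tables, while the labels give the molecule of the cell libraries and the study lists retina among its tissues with nuclei. Whether they hold nuclei was not tested further. No biological explanation was tested beyond the tissue that the labels give.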

How the results depend on the processing

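Alternatives that left PSMB1 out, that handled the liver copies otherwise or that summed alike libraries, 440 of 3166 in all, were chosen after the data were examined. Of the 3166 values under alternatives, for 198 results, 3041 kept their direction and their side of the threshold or stayed within the spread, 77 moved, 36 lost a call, 6 gained one and 6 reversed. All 45 named genes of the tissue contrasts kept direction and call in 1575 values.

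The counts of genes higher in a tissue stayed within 1.5-fold of their value under the 35 alternatives each, with 1 exception. Leaving out 1 library gave 2792 to 2894 in area postrema, 2477 to 2529 in cerebellum, 2373 to 2484 in heart, 2249 to 2341 in kidney, 2708 to 2848 in liver, 2768 to 2912 in OVoLT, 2393 to 2489 in spleen, 2486 to 2561 in subfornical organ and 3593 to 3701 for cerebellum against the circumventricular organs. Summing alike libraries gave 1868 in area postrema and 2275 for cerebellum against the circumventricular organs. That fit had 12 sets in place of 33 libraries and 4 residual degrees of freedom in place of 25. Whether the counts fell for that reason was not tested. The labels give no animal, so alike libraries may not be independent samples, which the tests on 33 libraries assume. Cells against nuclei gave 6158 to 7716 calls, and the interaction 4141 to 5501. The quality measures kept their direction, and with 1 nuclear library left out the smallest exact permutation p allowed was 0.0833.

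With the library number as a replicate block, the counts were 2887 in area postrema, 2252 in cerebellum, 2334 in heart, 2297 in kidney, 2833 in liver, 2885 in OVoLT, 2467 in spleen and 2547 in subfornical organ, and 1174 higher and 2165 lower for cerebellum against the circumventricular organs. Without the library as a block, the listed genes called were 9 for microglia-like, 10 for heart, 17 for kidney and 9 for liver.

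Of the listed genes, 6 reversed, and none of them was called in the reported fit. These were SERBP1 in microglia-like nuclei (0.36 with at least 50 nuclei), TGFB1 (-0.24 without replicate 5, in a range of -0.24 to 0.79 over the libraries left out), TGFBR1 (0.44 with at least 10 nuclei) and BMPR2 (-0.049 without replicate 2, in a range of -0.049 to 0.67) in heart, and BMP6 (0.033 without doublets) and BMPR2 (0.20 without replicate 1, in a range of -0.68 to 0.20) in liver. The cause was not tested. The kidney count fell to 10 without replicate 1, and lay between 10 and 15 over the libraries left out, with 2 libraries left. With at least 50 nuclei on both sides, 2 libraries were left in heart and 2 in kidney, with 16 and 15 listed genes called. For microglia-like nuclei, 5 libraries were left at this minimum. There, 14 of 15 tested list genes were called, among them SERBP1 as higher, against its sign in the reported fit.

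The endothelial share moved under 35 of 72 values. At 500 UMIs it was 0.566% in area postrema, 0.252% in cerebellum, 3.85% in heart, 3.65% in kidney, 3.72% in liver nuclei, 0.362% in OVoLT, 0.4999% in subfornical organ, 13.7% in Adipose-S, 19.2% in Adipose-V, 1.10% in brain, 0.922% in blood cells, 0.294% in retina cells and 1.33% in the numbered retina tables. Depth limits the gate both ways, as PECAM1 and the genes that exclude a barcode are lost alike, and the share fell in 15 of 18 groups. By endothelial-like clusters it was 1.77% in area postrema, 4.84% in kidney, 0.5263% in OVoLT, 5.61% in spleen nuclei, 0.821% in subfornical organ, 28.8% in Adipose-S, 42.8% in Adipose-V, 5.98% in brain, 0.326% in liver cells and 0.239% in lung. It was 0% in cerebellum, blood cells, retina cells, spleen cells and the numbered retina tables, where no cluster had the name. Without doublets it was 8.39% in Adipose-S and 29.8% in Adipose-V. With all deposited barcodes it was 4.48% in heart, 4.75% in kidney, 8.26% in Adipose-S, 26.99% in Adipose-V and 1.02% in the numbered retina tables. The cause was not tested.

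The share of gated cells with ACTA2 and TAGLN moved at 500 UMIs to 5.30% in Adipose-S and 3.74% in Adipose-V. With at least 2 counts of both genes it was 6.35% and 4.43%, fewer by construction. Without doublets it was 19.2% in Adipose-V.

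The like correlations of types moved with Spearman's rho to 0.682 in liver and 0.744 in spleen, and the unlike one in liver to 0.608. With the 3000 most variable genes the like and unlike values were 0.2199 and 0.0256 in liver, 0.384 and 0.148 in spleen, and 0.306 and 0.209 in retina. The cause was not tested.

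The most frequent class moved under 25 of 54 values, and the cause was not tested. At resolution 0.5 it was 68.8% oligodendrocyte-like in area postrema, 58.5% granule-like in cerebellum, 40.1% endothelial-like in Adipose-V, 46.9% microglia-like in brain and 69.9% rod-like in retina cells. At resolution 1.5 the same classes held 73.5% in cerebellum, 44.1% in Adipose-V, 51.1% in brain and 63.5% in retina cells. At this resolution proximal tubule-like nuclei held 70.7% of kidney, macrophage/monocyte-like barcodes 25.3% of spleen nuclei, 33.7% of liver cells and 36.9% of lung cells, B-like cells 33.4% of intestine, T/NK-like cells 36.6% of spleen cells and rod-like barcodes 43.3% of the numbered retina tables. Without doublets the classes held 68.5% in area postrema, 76.4% in cerebellum, 40.9% in Adipose-S, 50.7% in brain, 25.01% in intestine, 37.2% in liver cells, 33.2% in lung, 73.4% in blood cells and 39.6% in spleen cells.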

Other observations

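In this part, the tests on the shared barcodes of the liver tables, on the ATP8 share of the subfornical organ, on ATP8 in the granule-like nuclei of the cerebellum libraries and on sets of alike libraries were chosen after the result was seen.

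The liver tables numbered 1 and 4 shared 1815 barcodes, of 1846 and 1842. The other pairs of tables, 630 pairs in all with this one, shared at most 20. The same barcode correlated at a median of 0.818 between the tables and unlike barcodes at 0.235, across genes. This is consistent with one library deposited as a pair of tables. The tables were not copies of each other, since UMIs of the shared barcodes summed to 2458512 in the one and 2599078 in the other.

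PSMB1 took 17.0% to 35.5% of the UMIs of the nuclear tables. A high level of the proteasome genes in nuclei is argued against by the sum of 43 other proteasome genes, which was at most 0.0288 times the PSMB1 count in a nuclear library but at least 13.9 times in a cell library. Counts of genes without a symbol summed under PSMB1 may be a candidate explanation, since such genes were absent from the tables and took 14.5% to 28.8% of UMIs in cells. Over 10 classes of liver and spleen, the PSMB1 share of nuclei and the share of such genes in cells had a Spearman correlation of 0.297. Within liver it was 0.8 over 4 classes and within spleen 0.429 over 6, too few classes to decide. No biological explanation was tested.

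In the OVoLT libraries, 39 nuclei were granule-like, a type found in the cerebellum, and numbered 14, 5, 4 and 16 in the 4 libraries. They made up 0.554%, 0.376%, 0.300% and 0.628% of the nuclei there, and the library with most held 41.0% of them, which argues against a transfer of nuclei or barcodes into a single library. ATP8 had a count in 13 of the 39 (33.3%, exact 95% interval 19.1% to 50.2%), but in 5 of 8272 granule-like nuclei of the cerebellum libraries (0.0604%, 0.0196% to 0.141%), which argues against those libraries as the source. The subfornical organ libraries had ATP8 in 866 of 1526 nuclei but GABRA6 in 0. Nuclei of another animal in the suspension stay open. Among OVoLT nuclei with GABRA6, 4 of 16 had an ATP8 count (25%, exact 95% interval 7.27% to 52.4%), against 28 of 7723 others (0.363%), a ratio of 69.0. GABRA6 is a marker of the granule-like class, so this ratio restates the ATP8 share of the class and does not decide. Of the 7739 OVoLT nuclei, 19 that were not granule-like had an ATP8 count. By library, 5, 2, 2 and 4 granule-like nuclei had one, against 3, 3, 5 and 8 of the far more numerous others. Neither the other nuclei of the tissue nor granule-like nuclei of the cerebellum often gave ATP8. This argues against the tissue as the source of the granule-like nuclei with ATP8. The number of nuclei is small, and granule-like nuclei without ATP8 may belong to the tissue. A source outside the deposited libraries stays open.

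ATP8 reached 525 to 893 CPM in the 3 subfornical organ libraries and at most 2.77 CPM in the other 30 nuclear libraries. More mitochondrial RNA in those libraries would raise ATP6 alike. The ratio of ATP8 to ATP6 was 4.88% to 6.57% there and at most 0.0594% elsewhere, and the lowest of the former was 82.1 times the highest of the latter, which argues against that explanation. A sequence variant of the animal against the reference, and a variant in gene naming between tables, stay open as untested. In the brain and blood cell libraries, 1444 and 1711 ATP8 counts were found. Cells of several animals in a library, of which some give ATP8 counts, would cluster the counts in some cells. Cells with at least 2 counts were 1.18 (exact 95% interval 0.993 to 1.39) and 1.12 (0.978 to 1.28) times as many as the number derived from ATP6 alone. A mix in which most cells give ATP8 would leave the ratio near 1, so the explanation cannot be told apart from ATP8 counts in all cells.

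The 10 largest differences between cells and nuclei may come in part from another gene annotation or gene naming on the platforms. Of the 10 genes, 7 stayed under 5 CPM in every library of the low side, whereas CDA reached 19.99 and LDHB 72.2 CPM in a nuclear table and PTGDS 9.29 CPM in a cell matrix. Over 13816 shared symbols, 220 were under 1 CPM in every cell library and over 50 CPM in a nuclear library, and 7 the other way round. The explanation cannot be told apart from one of cell content or method for these genes, as method and platform were confounded.

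ACTA2 and TAGLN in gated adipose endothelial cells could come from RNA from other cells in the droplets. In Adipose-S the share at 500 UMIs was 5.30% of gated cells and 4.41% of T/NK-like cells, with overlapping intervals, so the sources cannot be told apart at this depth. In Adipose-V it was 3.74% against 1.22%, and the intervals argue against such RNA as the whole source of the joint share. Taken alone there, TAGLN had a count in 25.4% of gated and 10.3% of T/NK-like cells, but ACTA2 in 8.04% and 7.21%. In Adipose-S the shares were 22.3% and 12.4% for TAGLN, and 11.9% and 13.5% for ACTA2. The excess thus lay mainly in TAGLN, and such RNA stays open as the source of ACTA2. Doublets of endothelial and smooth muscle cells stay open in both. Of the gated cells with both genes, 5.73% were marked as doublets in Adipose-S and 17.7% in Adipose-V, against 2.10% and 8.45% of other gated cells. MYH11, CNN1 or DES had a count in 22.5% and 21.2% of them, against 10.5% and 11.8%. Their median UMIs were 4842 and 5442, against 2560 and 3297, and depth raises both shares. A change of state within endothelial cells stays open as well.

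For other splits of the libraries, the real split was the largest of 100 for each of the 9 tissue contrasts, so that 1 split of 100 was as large, and the largest other split gave 1711 genes. Chance was excluded for these. For the list genes of microglia-like nuclei, 1 of 100 splits was as large, and the largest other split gave 9 genes. For the endothelial-like list, 1 of 35 splits was as large in heart, of which 32 could be fitted, and 1 of 10 in kidney and in liver, where the design cannot exclude chance. Splits that parted every pair of sums from a library, of which the real one was the largest too, numbered 21 for microglia-like, 8 for heart, 4 for kidney and 4 for liver. On these splits, which keep the library as a block, the design cannot exclude chance in heart either, at 1 of 8.

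Libraries of a tissue were joined into sets where their biological coefficient of variation was under 0.2 on average. By this rule, the coefficient between libraries of different sets had a median of 0.235 (27 pairs), against 0.105 within sets (35 pairs), a difference that follows from the rule. In the cerebellum the sets were libraries 1 to 4 and 5 to 8, and in heart 1 to 3 and 4 to 5. OVoLT library 2 stood apart from the 3 others at 0.498 to 0.525, against 0.0790 to 0.153 among those, and subfornical organ library 1 from the 2 others at 0.215 and 0.235, against 0.0851 between those. The labels give no reason for the sets. Library numbers did not pair tissues, since 91 pairs of one number in different tissues had a median correlation of -0.000526 and 375 pairs of different numbers 0.00111.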
